A study of Homo sapiens with 5 samples.

How the data were processed

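Samples of the MDA-MB-468 line, 5 in all, were hashed with 1 TotalSeq-A antibody each, pooled and run as 1 library of 10x 3' v3 chemistry, so that a 3' tag of each transcript was counted. The extract protocol in the labels speaks of a pool of 6 stained samples and of about 16000 loaded cells, whereas the series design names 5 samples and the deposited assignment table lists 21228 called cells. Only those 5 samples, which the hashtags of the matrix also name, were analysed here. The labels mention treatment with 5-fluorouracil for the series in general and do not say whether these samples received it. The abbreviations HA and VPR are not spelled out in the labels.

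The deposited matrix holds raw UMI counts per gene and barcode, for 33538 genes, 5 hashtags and 3314631 barcodes including empty droplets. The authors made it with Cell Ranger, named in the submitters' processing notes, and per the file headers this was Cell Ranger version 4. The genome build was hg38 per the submitters' processing notes, and the annotation version is not given in the sources used here. Gene symbols are those the deposited feature table pairs with Ensembl identifiers, and 48 genes share a symbol with another entry. The deposited assignment table gives each called cell a hashtag, Multiplet, Blanks or Unassigned, with the assignment probability as a fraction between 0 and 1 made by the authors. The tool behind it is not given in the sources used here, and every assigned cell had a probability of at least 0.9. The VPR hashtags name their samples. The other pair of hashtags names a control and a FOSL1 sample with the prefix GOF where the sample titles have HA, and was taken as the HA samples by elimination, because the labels name no other samples outside VPR.

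Of the called cells, 15371 (72.4%) were assigned to 1 sample. Multiplets (5181 cells, 24.4%), unassigned cells (402) and blanks (274) were left out of every comparison. Multiplets of 2 samples were thus removed by the authors' table, whereas doublets of 1 sample cannot be seen by hashtag and were not called, and an alternative leaves out the 10% of cells with the most UMIs in each sample. Cells with at least 1500 detected genes and at most 20% of UMIs from mitochondrial (MT-) genes were kept, which left 14642 cells. Between 2.15% and 3.39% of the assigned cells of a sample had over 50% mitochondrial UMIs. Called cells held 96.3% of the gene UMIs of the matrix. Free RNA was profiled from 48909 barcodes with 10 to 100 UMIs, 2112998 UMIs in all.

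UMIs were summed per sample over kept cells, and CPM is a gene's UMIs scaled to the same total of gene UMIs in each sample. Totals ran from 42058533 to 85556699 UMIs per sample. Arm against control is the log2 ratio of CPM + 1, which understates the ratio of genes at a low level. Its 95% interval is the exact conditional binomial interval of the 2 samples' UMIs, moved to the scale of CPM + 1 with their summed UMIs held fixed. Levels have exact Poisson intervals and shares of cells exact binomial (Clopper-Pearson) intervals, all of which cover counting error only. Genes at a mean of at least 20 CPM over the 2 samples were counted at 2-fold, and shared genes at 1.5-fold in all 3 arms and a mean of at least 20 CPM over the 5 samples. Where cells were compared at equal depth, each was thinned to 5000 UMIs, which left out 13 cells of the HA control, 8 of HA FOSL1, 8 of the VPR control, 5 with gRNA2 and 10 with gRNA3. Chance overlap and correlation through the shared VPR control came from 100 simulated sets of unchanged samples, whose deviations were drawn from the ratios between the controls among genes of like expression. Cell cycle phases were scored with scanpy 1.11.5.

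Summed counts of all 5 samples were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM factors, filterByExpr, Benjamini-Hochberg adjusted p under 0.05). The model has the system as covariate and takes the 3 FOSL1 samples as repeats of 1 effect (2 residual degrees of freedom). A second model tests the interaction of system and FOSL1 state (1 residual degree of freedom). Simulated counts had a spread between samples of 0.0534 log2 (SD), estimated from the 2 controls, so the following shares hold for that spread only. The first model called 43 of 50 genes changed by 0.25 log2 and 50 of 50 at 0.5, with 10 unchanged genes called among 15457 tested. The interaction test called 39 of 50 at 0.5 and 50 of 50 at 1, with 6 unchanged genes called among 15877. The ratios and their intervals were tested on simulated data for the gRNA2 comparison, where 95.2% of the intervals of unchanged genes among 5728 held 0. The correlations of log2 ratios run across genes, which are not independent, and 3 pairs of arms were compared.

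The groups, the tests, the rule for named genes and 26 gene lists were fixed before the data were examined. Per arm, the rule names FOSL1 and the 10 genes farthest above and the 10 farthest below the control among genes at a mean of at least 20 CPM whose counting interval excludes no change. For the shared result it names the 10 higher and 10 lower genes with the largest smallest ratio over the 3 arms, and per list up to 4 members with the largest mean ratio, while every AP-1 subunit at 5 CPM or more could be named. List members outside this rule that the model called, and the members named for the interaction test, were chosen after their values were seen. List members count at a mean of at least 5 CPM, 482 of 483 list symbols matched a gene (2 through an older name), and 23 lists had at least 3 measured members. A list's percentile places its median among 10000 random lists of the same size matched on expression and describes these samples only. The lists were AP-1 subunits, textbook AP-1 targets, mesenchymal genes, epithelial junction genes, basal keratins and TP63, simple keratins, squamous differentiation, NF-kB and inflammatory, interferon-stimulated genes, MHC class I presentation, TGF-beta and BMP response, hypoxia and glycolysis, p53 targets, MAPK output and EGFR ligands, S phase, G2/M phase, unfolded protein and integrated stress response, heat shock, NRF2 targets, cholesterol synthesis, oxidative phosphorylation, ribosomal proteins, mitochondrial transcripts, and markers of fibroblasts, immune cells and endothelium.

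Alternatives were TMM scaling, a pseudocount of 5 CPM, a mean of at least 5 CPM (100 CPM for correlations), every assigned cell, stricter cells (at least 3000 genes and at most 10% mitochondrial UMIs), cells without the deepest 10%, thinned cells, and subtraction of the empty-droplet profile at 5% of each sample's UMIs. For the models they were DESeq2 1.42.0 (genes with at least 10 UMIs), DESeq2 size factors in edgeR, no filter beyond 1 UMI, no covariate, every assigned cell, thinned cells and leaving out each sample in turn. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The hashtag counts were used only through the deposited assignment.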

Results

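Single-cell RNA profiles were taken from MDA-MB-468, an established line of human triple-negative breast cancer, to ask which genes differ when the transcription factor gene FOSL1 is raised. FOSL1 encodes FRA-1, a subunit of the AP-1 transcription factor. Cells of 5 samples were each stained with their own hashtag antibody, pooled and sequenced as 1 library. In the HA system there were a control sample and a FOSL1 sample, and in the VPR system a control sample and 2 FOSL1 samples made with different guide RNAs, gRNA2 and gRNA3. Each group held 1 sample, so every difference between 2 samples below has no replicate check, and its 95% interval covers counting error only. After filtering, the HA control gave 3380 cells with 57027877 UMIs (unique transcript tags) and the HA FOSL1 sample gave 1826 cells with 42058533 UMIs. The VPR control gave 2595 cells with 44778587 UMIs, the gRNA2 sample 2542 cells with 48050317 UMIs and the gRNA3 sample 4299 cells with 85556699 UMIs. Cells of the HA FOSL1 sample were the deepest, with a median of 20768 UMIs against 15401 in the HA control, 15810 in the VPR control, 17414 with gRNA2 and 18121 with gRNA3.

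FOSL1 RNA was higher in each of the 3 FOSL1 samples than in the control of its own system. Its level was 8.96 CPM (UMI counts scaled to the same total in each sample; 95% exact Poisson interval 8.20 to 9.77) in the HA control and 63.5 CPM (61.1 to 66.0) in the HA FOSL1 sample. In the VPR system it was 8.91 CPM (8.06 to 9.83) in the control, 100.5 CPM (97.7 to 103.4) with gRNA2 and 94.3 CPM (92.2 to 96.4) with gRNA3. On the log2 scale of CPM + 1, FOSL1 was thus 2.70 higher in the HA arm, 3.36 with gRNA2 and 3.27 with gRNA3, and in 1 model of the 5 samples it rose by 3.19 (SE 0.16, edgeR adjusted p = 0.011, 3 of 3 arms). After each cell was thinned to 5000 UMIs, a FOSL1 UMI was found in 3.62% of HA control cells (exact binomial interval 3.02% to 4.31%) and 20.3% of HA FOSL1 cells (18.5% to 22.2%). The shares were 4.21% (3.47% to 5.06%) in the VPR control, 31.3% (29.5% to 33.1%) with gRNA2 and 29.1% (27.8% to 30.5%) with gRNA3. Without thinning these shares were 10.7%, 48.9%, 11.8%, 62.1% and 61.5% in the same order of samples. Empty droplets held FOSL1 at 63.4 CPM (53.1 to 75.1), and with 5% of each sample's UMIs taken as such free RNA the control levels became 6.09 CPM in HA and 6.04 CPM in VPR. Only tags near the 3' end of a transcript were counted, so the HA level counts a construct's RNA only if that RNA ends like the native gene.

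Farthest above the control in the HA arm was OLFML3, a secreted olfactomedin-domain protein. It stood at 133 CPM against 3.17 CPM (log2 5.01, interval 4.84 to 5.17), SERPINB7, a serpin protease inhibitor, at 74.1 against 4.91 CPM (3.67, 3.52 to 3.82), and KLK6, a kallikrein protease, at 191 against 19.3 CPM (3.25, 3.16 to 3.33). C19orf33 was higher by 3.52, the interleukin-7 receptor gene IL7R by 3.22, LAMB3, a chain of the basement-membrane protein laminin-332, by 3.07, the hair keratin KRT34 by 2.83, SUN3 by 2.78 and the EGFR ligand AREG by 2.71. The genes farthest below the control included SOSTDC1, a secreted antagonist of BMP and Wnt signals (log2 -2.99, -3.17 to -2.81), the aldo-keto reductases AKR1C2 (-2.52) and AKR1C1 (-2.09), and the selenium carrier SELENOP (-2.23). The AP-1 subunits FOS (-2.16) and FOSB (-1.87), the Wnt inhibitor APCDD1 (-2.02), the RNA-binding protein gene MEX3A (-1.99), PROM1 (-1.96) and TCEA3 (-1.90) were lower as well. Of 5748 genes at a mean of at least 20 CPM, 170 lay at least 2-fold apart, 124 higher and 46 lower. AKR1C1 and AKR1C2 are close copies of each other, so counts can be split between them. The same size rule found 2 genes between the controls, and 131 genes when the HA FOSL1 sample was set against the VPR control instead of its own.

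In the VPR arm with gRNA2 the lowest ratios among genes at a mean of at least 20 CPM over the 2 samples were those of 3 S100 genes. SERPINB7 and OLFML3 lay under that mean here and are listed because other comparisons name them. Besides FOSL1, SERPINB7 was higher by log2 2.37 (2.19 to 2.54), IL7R by 2.07 (1.95 to 2.19), the fibrillar collagen chain COL5A2 by 1.70, the basal keratin KRT14 by 1.65, placental alkaline phosphatase ALPP by 1.57, OLFML3 by 1.55, the caveolar coat protein CAV1 by 1.52 and KLK6 by 1.46. The chloride channel family gene CLIC3 (1.39), the calcium-binding S100A2 (1.35, beside -0.04 in the HA arm), the Wnt antagonist DKK1 (1.27) and the keratin KRT16 (1.24) followed. Lowest against the control were S100A8 (-2.56, -2.62 to -2.50) and S100A9 (-1.80), which encode the subunits of calprotectin, and S100A7 (-2.24), followed by SELENOP (-1.74), the cytochrome P450 gene CYP4X1 (-1.25), the elafin gene PI3 (-1.25), the growth factor binding protein IGFBP5 (-1.16), PALMD (-1.15), the secreted chaperone CLU (-1.02) and the small heat shock protein CRYAB (-1.02). Of 5752 genes, 28 lay at least 2-fold apart, 17 higher and 11 lower. S100A7 and S100A8 were also 1.51 and 0.50 log2 higher in the VPR control than in the HA control, so the size of their ratios depends on which control is used.

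With gRNA3, OLFML3 was higher by 2.86 (2.70 to 3.02), SERPINB7 by 2.47 (2.31 to 2.64), IL7R by 1.80, CAV1 by 1.67, KRT14 by 1.66, COL5A2 by 1.61, KLK6 by 1.54, S100A2 by 1.49 and ALPP by 1.43. FBXO2, a substrate-binding part of a ubiquitin ligase (1.37), and the secreted metalloprotease gene ADAMTS1 (1.30) completed the set. SERPINB7 lay under a mean of 20 CPM with gRNA3 too and is listed because other comparisons name it. Lower were S100A8 (-2.35, -2.39 to -2.31), S100A7 (-2.0), SELENOP (-1.70), S100A9 (-1.63), CYP4X1 (-1.49), PI3 (-1.44), IGFBP5 (-1.30), CLU (-1.28), PALMD (-1.28) and the growth factor midkine, MDK (-1.19). Of 5743 genes, 35 lay at least 2-fold apart, 24 higher and 11 lower.

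Set against each other, the 2 guides differed by at least 2-fold in 2 of 5730 genes, with OLFML3 higher by log2 1.31 and FOS lower (-1.15) in the gRNA3 sample. The 2 controls differed by that much in 2 of 5726 genes as well, with S100A7 higher by 1.51 and SOSTDC1 lower (-1.05) in the VPR control. Across 5747 genes the log2 ratios of the 2 guides had a Pearson r of 0.93 and a Spearman rho of 0.86. Genes are not independent replicates, and both ratios share the VPR control, which alone gave an r of 0.499 in simulated unchanged samples. The covariance was 0.038 against 0.00518 in the simulation. By this simulation the shared control gave 0.00518 of the covariance, but with 1 VPR control sample its actual share could not be measured.

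Between the systems, which share no control, r was 0.70 for the HA arm and gRNA2 (rho 0.62, covariance 0.0529) and 0.72 for the HA arm and gRNA3 (rho 0.62, covariance 0.0581), against simulated values near 0. At 1.5-fold or more, 74 of 5747 genes lay on the same side in all 3 arms, 51 higher and 23 lower. Unchanged simulated samples gave 0 such genes in each of 100 draws, and independent lists of these sizes would share 0.0371 higher and 0.006 lower genes. The 2 guides shared 55 higher and 29 lower genes, where independent lists would share 0.68 and 0.276, and unchanged samples shared 3.34 genes on average through the common control.

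Taking the 3 FOSL1 samples as repeats of 1 effect, with the system as a covariate, the edgeR quasi-likelihood model called 248 of 15439 genes, 139 that rose and 109 that fell. Among the named genes that rose were SERPINB7 by 3.24 (SE 0.31, adjusted p = 0.032), IL7R by 2.61 (adjusted p = 0.041), COL5A2 by 2.03 (adjusted p = 0.028), CAV1 by 1.91 (adjusted p = 0.029), KRT14 by 1.90 (adjusted p = 0.014), KRT16 by 1.57 (adjusted p = 0.034), DKK1 by 1.57 (adjusted p = 0.044), CLIC3 by 1.48 (adjusted p = 0.034) and ALPP by 1.47 (adjusted p = 0.011). Among those that fell, SELENOP changed by -1.99 (SE 0.13, adjusted p = 0.015), S100A8 by -1.94 (adjusted p = 0.048), PALMD by -1.51 (adjusted p = 0.031), S100A9 by -1.44 (adjusted p = 0.034), SPRY1, an inhibitor of growth factor signalling, by -1.36 (adjusted p = 0.036), MDK by -1.36 (adjusted p = 0.040), PI3 by -1.30 (adjusted p = 0.011), IGFBP5 by -1.25 (adjusted p = 0.011), CLU by -1.07 (adjusted p = 0.029) and CRYAB by -1.07 (adjusted p = 0.032). Each of these p values is edgeR's after Benjamini-Hochberg adjustment, and each gene moved the same way in 3 of 3 arms. OLFML3 (3.79, adjusted p = 0.082), LAMB3 (2.42, adjusted p = 0.062), KLK6 (2.28, adjusted p = 0.067), AREG (1.90, adjusted p = 0.079), MEX3A (-1.42, adjusted p = 0.057) and CYP4X1 (-1.12, adjusted p = 0.054) lay on 1 side in all 3 arms but did not pass. With 2 residual degrees of freedom the p values measure the spread between constructs and guides in 1 pool, not between cultures. The count depended on each guide sample, since edgeR called 0 genes without gRNA2 (2614 at an unadjusted p under 0.05) and 0 without gRNA3 (2371 at that level). Leaving out another sample changes the question. Without either HA sample the model compares only the 2 guides with 1 VPR control. Without the VPR control it compares only 1 HA FOSL1 sample with 1 HA control. Those fits are therefore no check of the model over 3 arms. DESeq2 called 1119 genes with all 5 samples.

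**Figure D1:**
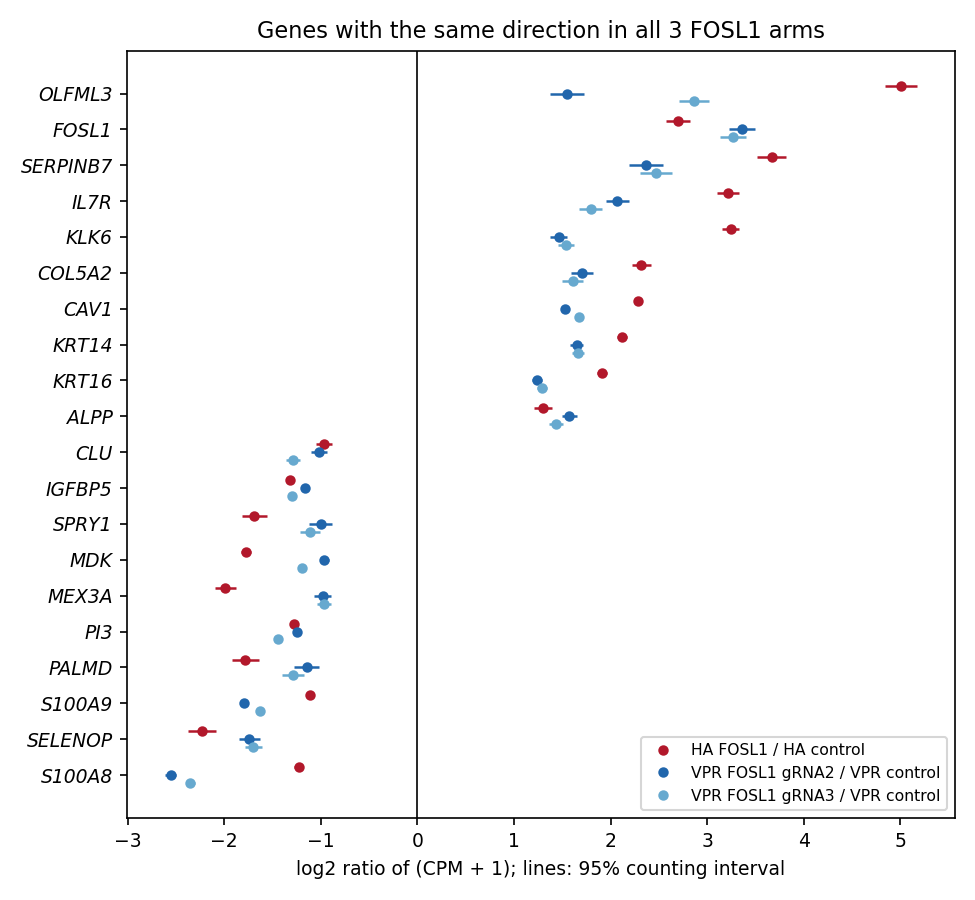
The 10 genes with the largest shared rise and the 10 with the largest shared fall in the 3 FOSL1 arms, among genes at a mean of at least 20 CPM over the 5 samples. Values are log2 ratios of CPM + 1 against the control of the same system (horizontal axis). Points are single samples against single samples and lines are 95% intervals of counting error. SERPINB7 lies at 3.67, 2.37 and 2.47 and S100A8 at -1.23, -2.56 and -2.35 in the HA, gRNA2 and gRNA3 arms.

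Among the fixed gene lists, the basal keratins stood out in every arm. Of 6 measured members 5 were at least 1.5-fold higher in each arm, and the list's median log2 ratio was 1.43 in the HA arm, 0.65 with gRNA2 and 0.82 with gRNA3, against 0.03 between the controls. In each arm this was percentile 100 among 10000 random lists matched on expression. With members at 20 CPM or more the medians were 0.94 in the HA arm, 0.64 with gRNA2 and 0.67 with gRNA3. The edgeR model called 4 of the 6, KRT14, KRT16, KRT15 (0.71, adjusted p = 0.029) and KRT5 (0.62, adjusted p = 0.029), all higher, and 6 adjusted over the list alone. KRT14, KRT16 and KRT17, and KRT6A and KRT6B, are similar enough in sequence to share reads. The squamous differentiation list moved both ways. Of 10 members, 3 were higher and 3 lower at 1.5-fold in the HA arm, and 4 higher and 3 lower with either guide. KLK5 (1.02, adjusted p = 0.044) and KLK10 (1.38, adjusted p = 0.044), proteases of the outer skin layers, rose and S100A8 and S100A9 fell, with 3 higher and 5 lower adjusted over the list alone. The list's median was -0.15 in the HA arm, -0.28 with gRNA2 and -0.24 with gRNA3. This list also differed between the controls, with a median 0.37 higher in the VPR control. The list named simple keratins held KRT80, KRT81 and KRT86 besides KRT7, KRT8, KRT18 and KRT19, so its values are not those of glandular keratins alone. Its members were higher by a median of 0.72 in the HA arm, 0.27 with gRNA2 and 0.22 with gRNA3, against 0.11 between the controls. edgeR called 0 of the 7 (6 at an unadjusted p under 0.05, 3 by DESeq2) and 6 adjusted over the list alone, with KRT18 at 1.24, 0.35 and 0.19 and KRT8 at 1.14, 0.33 and 0.25 in the 3 arms.

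Textbook AP-1 targets had medians of 0.51, 0.13 and 0.14 in the HA, gRNA2 and gRNA3 arms, and 5 of 11 members were at least 1.5-fold higher and 0 lower in the HA arm, 1 higher and 0 lower with gRNA2, and 1 higher and 2 lower with gRNA3. The edgeR model called 0 of them (7 higher and 1 lower at an unadjusted p under 0.05, 3 and 1 by DESeq2), and 4 higher and 1 lower adjusted over the list alone. AREG, the cell-surface glycoprotein CD44 (0.70, 0.32 and 0.40 in the 3 arms) and the chemokine CXCL8 (1.41, 0.13 and 0.39) lay above their controls, while the protease inhibitor TIMP1 lay below (-0.23, -0.55 and -0.64). Of 12 AP-1 subunits FOSL1 alone was called over all genes tested, and 2 were higher and 2 lower adjusted over the list alone. JUN was lower by -0.55, -0.25 and -0.38 (model -0.40, adjusted p = 0.066) and JUND by -0.51, -0.13 and -0.22, and the list's median was -0.12, -0.11 and -0.23, while without members under 20 CPM the HA value was -0.51, the gRNA2 value turned to 0.10 and the gRNA3 value was -0.22. In the TGF-beta and BMP list of 20 genes, TGFB1 itself (0.98, adjusted p = 0.046) and the activin antagonist FST (0.80, adjusted p = 0.040) rose and the BMP target ID2 fell by 1.56 (log2 -1.56, adjusted p = 0.034), with 5 higher and 1 lower adjusted over the list alone. The activin gene INHBA was 2.13 higher in the HA arm but 0.36 and 0.37 with the guides, and TGFBR1 1.41, 0.31 and 0.36. The list's medians were 0.22, 0.14 and 0.07. Of 14 mesenchymal genes the tropomyosin gene TPM2 rose (0.57, adjusted p = 0.044) and the caldesmon gene CALD1 fell (-0.39, adjusted p = 0.035), with 4 higher and 1 lower adjusted over the list alone. Their medians were 0.55 in the HA arm and -0.11 and -0.08 with the guides. With mesenchymal genes at 20 CPM or more the medians were 0.36 in the HA arm, -0.06 with gRNA2 and -0.08 with gRNA3. Vimentin (VIM) stood at 1.57, -0.66 and 0.80.

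Inflammatory and interferon genes were higher in the HA arm. Of 15 interferon-stimulated genes 9 were at least 1.5-fold higher there, with a median of 0.70 and IFIT3 at 1.30 and IFI35 at 1.01, whereas the medians were -0.01 with gRNA2 and -0.08 with gRNA3. Among the random lists these medians were at percentiles 100, 44.9 and 10.1. With gRNA2 the only member at that size was IFIT2 (2.12). The model over all arms called 0 of the 15 (4 higher and 1 lower at an unadjusted p under 0.05 in edgeR, 2 higher by DESeq2) and 0 adjusted over the list alone. The NF-kB and inflammatory list had 6 of 14 members higher and 1 lower in the HA arm (median 0.48). Its median was -0.10 and -0.16 with the guides, beside -0.21 between the controls. With members at 20 CPM or more it was 0.68 in the HA arm, -0.0003 with gRNA2, -0.16 with gRNA3 and -0.07 between the controls. The adhesion molecule gene ICAM1 was higher by 0.87 and CXCL1 by 0.92 in the HA arm, CCL20 was lower in every arm (-1.08, -0.83 and -0.60), and the NF-kB inhibitor gene NFKBIZ fell by 0.37 (log2 -0.37, adjusted p = 0.047), with 0 higher and 2 lower adjusted over the list alone. MHC class I presentation genes had medians of 0.22, -0.16 and -0.19, beside 0.14 between the controls. PSMB9, a subunit of the immunoproteasome, was higher by 0.76 in the HA arm and -0.07 with either guide, and TAP2, which carries peptides to MHC class I, by 1.00, 0.21 and 0.30. edgeR called 0 of these 13 (1 at an unadjusted p under 0.05, 1 by DESeq2) and 0 adjusted over the list alone. HLA genes share reads with one another.

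Hypoxia and glycolysis genes were higher by a median of 0.23, 0.11 and 0.11, beside 0.08 between the controls. Lactate dehydrogenase LDHA was at 0.54, 0.30 and 0.45, the glucose carrier SLC2A1 at 0.49, 0.26 and 0.25, and edgeR called 0 of 18 (9 at an unadjusted p under 0.05, 7 by DESeq2) and 7 higher adjusted over the list alone. In the MAPK and EGFR ligand list the receptor gene EGFR rose by 0.36 (adjusted p = 0.036), with 5 higher and 1 lower of 17 adjusted over the list alone and medians of 0.15, 0.08 and -0.01. Of 16 NRF2 targets the iron store FTH1 rose by 0.83 (adjusted p = 0.0496), the 1 call also adjusted over the list alone, and medians were 0.02, -0.01 and 0.0039 beside 0.14 between the controls. With NRF2 targets at 20 CPM or more the HA median (-0.0548) and the gRNA2 median (0.009) changed sign, and the gRNA3 median was 0.0551. HERPUD1, a gene of endoplasmic reticulum quality control, fell by 0.38 (log2 -0.38, adjusted p = 0.045) in the unfolded protein list of 20 genes, which had 0 higher and 3 lower members adjusted over the list alone and medians of -0.02, -0.05 and -0.01. The 13 mitochondrial transcripts had medians of -0.26, -0.11 and -0.11, beside -0.04 between the controls. edgeR called 0 of them (9 lower at an unadjusted p under 0.05, 1 by DESeq2) and 8 lower adjusted over the list alone, and the median share of mitochondrial UMIs per cell was 11.5% in the HA control, 9.80% in the HA FOSL1 sample, 11.3% in the VPR control, 10.6% with gRNA2 and 10.5% with gRNA3. Heat shock genes had medians of -0.13, 0.0044 and -0.02, with HSPB1 higher by 0.78 in the HA arm and lower with gRNA2 (-0.23), and 0 of 11 called by edgeR (1 at an unadjusted p under 0.05, 1 by DESeq2).

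The remaining lists had few members at 1.5-fold and no member called by edgeR, over all genes tested or adjusted over the list alone. Epithelial junction genes had 1 of 19 at that size in the HA arm, the tight-junction claudin CLDN3 (-0.76), and medians of 0.14, -0.03 and -0.07 (4 higher and 3 lower at an unadjusted p under 0.05, 1 and 1 by DESeq2). Among 14 p53 targets PHLDA3 was 0.83 higher and XPC was lower (-0.73) in the HA arm, and medians were 0.02, -0.04 and -0.05 (1 higher and 2 lower at an unadjusted p under 0.05, 0 by DESeq2). The 19 cholesterol synthesis genes had medians of 0.02, 0.01 and 0.06 (3 higher and 2 lower at that level, 2 by DESeq2) and the 29 oxidative phosphorylation genes -0.10, -0.01 and 0.01 (1 and 2, 0 by DESeq2). The 82 ribosomal protein genes had medians of -0.09, 0.01 and 0.03 (2 and 5, 0 by DESeq2), the 41 S phase genes -0.07, 0.04 and -0.01 (3 and 4, 0 by DESeq2) and the 52 G2/M genes -0.02, 0.02 and -0.08 (5 and 6, 0 by DESeq2). Under TMM scaling the HA medians of the G2/M and unfolded protein lists, and the gRNA3 medians of the S phase, MAPK, heat shock and unfolded protein lists, changed sign. Markers of other cell types seldom reached a mean of 5 CPM, with 0 of 9 fibroblast, 0 of 7 endothelial and 1 of 12 immune markers at that level.

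**Figure D2:**
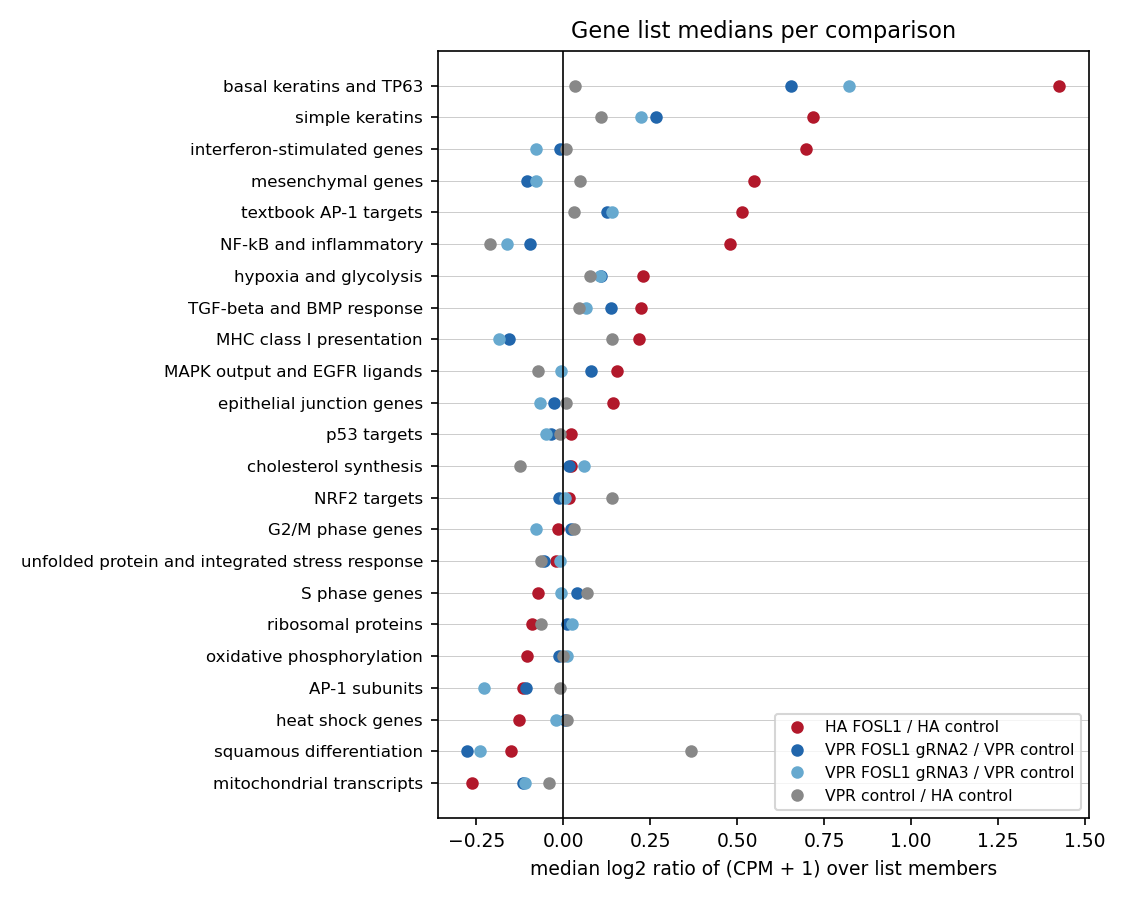
Median log2 ratio of CPM + 1 of each gene list (horizontal axis) in the 3 FOSL1 arms and between the controls, 1 point per list and comparison, over members at a mean of at least 5 CPM. Basal keratins lie at 1.43, 0.65 and 0.82 in the HA, gRNA2 and gRNA3 arms and at 0.03 between the controls, and interferon-stimulated genes lie at 0.70, -0.01 and -0.08 in the same arms.

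The HA arm and the 2 VPR arms differed in the size of the response and in some genes in its direction. With 1 HA sample per group, this cannot be told from a difference between single samples. Of the 5747 genes at a mean of at least 20 CPM over the 5 samples, 150 were at least 2-fold apart in the HA arm. Among these 150, the mean VPR log2 ratio had the same sign in 142, and it was a median of 0.40 of the HA value (quartiles 0.27 to 0.54). Choosing genes on the HA ratio lowers this value by selection. Over 35 genes at least 2-fold apart in the mean of the VPR arms, a choice that raises it, the median was 0.66, with 26 genes under 1, and over 75 genes chosen on the mean of both systems it was 0.47. The edgeR interaction test called 1958 of 16071 genes, 613 with the VPR response above the HA response and 1345 below it. FOSL1 itself responded more in the VPR system (difference 0.60, adjusted p = 0.0042), while KLK6 (-1.80, adjusted p = 7.3e-07), INHBA (-1.81, adjusted p = 3.1e-07), KRT34 (-2.41, adjusted p = 0.00029) and IL7R (-1.34, adjusted p = 0.00022) responded less, and AKR1C1 (1.93, adjusted p = 3.1e-07) and SOSTDC1 (2.43, adjusted p = 3.2e-05) were less reduced. By list, the VPR response lay below the HA response in 11 of 15 interferon-stimulated genes, 10 of 14 mesenchymal genes, 9 of 14 NF-kB genes, 9 of 13 MHC class I genes, 6 of 7 simple keratins, 7 of 11 AP-1 targets and 4 of 6 basal keratins, with 0 members of these lists above it. Adjusted over the list alone these counts were 12, 10, 9, 11, 6, 7 and 4, with 1 AP-1 target above it. Of 10 squamous differentiation genes 7 were below and 2 above, and of 20 TGF-beta and BMP genes 7 were below and 3 above. In some other lists more members lay above than below, by small counts. These were 4 against 3 of 12 AP-1 subunits, 4 against 1 of 82 ribosomal genes and 2 against 0 of 41 S phase genes. They were 1 against 0 of 52 G2/M genes, 2 against 0 of 19 cholesterol synthesis genes and 2 against 0 of 13 mitochondrial transcripts. Adjusted over the list alone, S phase genes had 0 on either side and ribosomal genes 0 above and 1 below. More members lay below than above in the junction, hypoxia, MAPK, unfolded protein and NRF2 lists. S100A2 was 1.35 and 1.49 higher with the guides but -0.04 in the HA arm (difference 1.44, adjusted p = 3.6e-06), and S100A7 responded more negatively with the guides (-1.88, adjusted p = 3.7e-06). The test has 1 residual degree of freedom, the gap between the guides, and the HA arm has no repeat. Its calls and p values therefore cannot separate a difference between systems from one between single samples. For FOSL1 itself, the HA level counts a construct's RNA only if that RNA ends like the native gene. The direction of its difference between the systems is therefore not settled. DESeq2 called 439 genes.

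**Figure D3:**
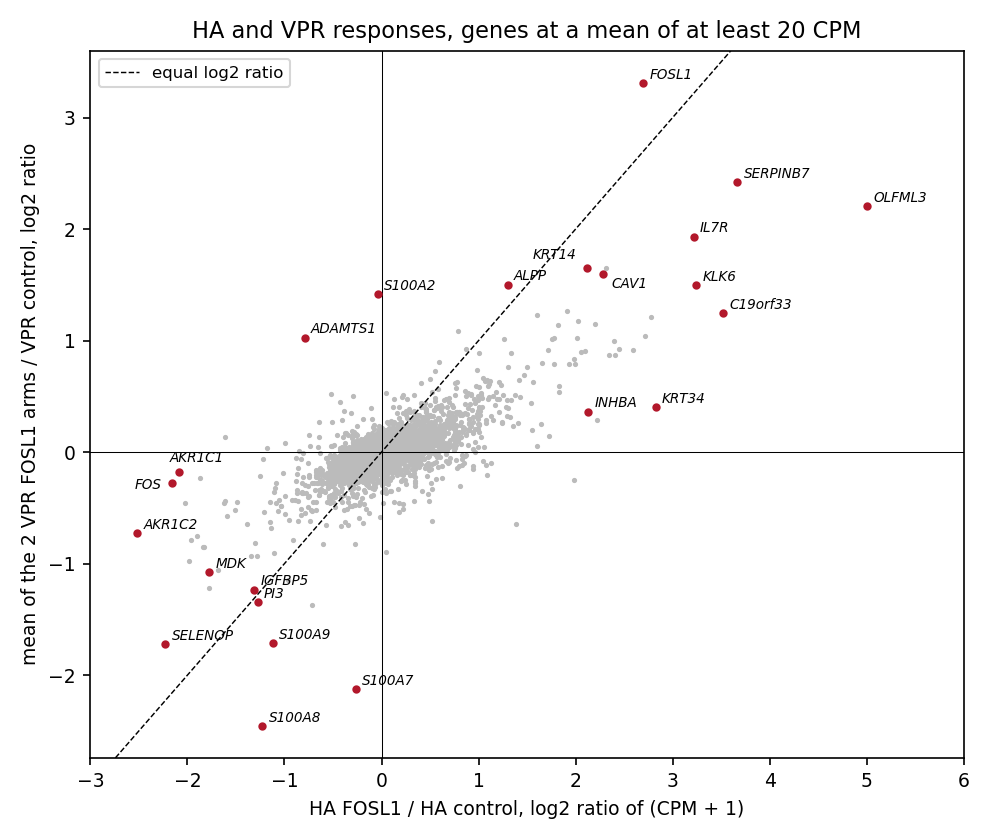
Each point is a gene at a mean of at least 20 CPM, with the log2 ratio of the HA arm on the horizontal axis and the mean log2 ratio of the 2 VPR arms on the vertical axis, each against its own control with 1 CPM added, and named genes in red. Most leading genes lie between the horizontal axis and the dashed line of equal ratios, with a median VPR to HA ratio of 0.40 over genes chosen on the HA ratio, while FOSL1, S100A2 and the S100A7, S100A8 and S100A9 genes lie on its far side.

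Cell cycle calls from S and G2/M gene scores, made on cells thinned to 5000 UMIs, placed 41.8% of HA control cells in S phase (exact binomial interval 40.1% to 43.4%) and 36.2% of HA FOSL1 cells (34.0% to 38.5%). The shares were 41.4% (39.5% to 43.4%) in the VPR control, 43.3% (41.4% to 45.3%) with gRNA2 and 44.3% (42.8% to 45.8%) with gRNA3. Without thinning the shares were 30.6%, 29.8%, 31.1%, 33.8% and 33.8%, so the gap between the HA samples was within counting error there. The S phase share was higher with either guide than in the VPR control in both versions, but the intervals of each guide and the control overlapped in both. Such overlap does not settle whether a difference exceeds counting error, and the difference itself was not tested. Each share rests on 1 sample, and free RNA enters the scores.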

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

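The tests of cell depth in the HA FOSL1 sample, of the VPR control as the odd sample, of free RNA, of S100A7 and S100A8 by cell, and the comparison of cells with like FOSL1 UMIs in both systems were chosen after the results were seen, and that of S100A7 and S100A8, with its bounds, only after the share held by the top 5% of cells had left the question undecided. The other tests were chosen before their results were seen.

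The edgeR interaction test called 1958 genes as differing between the systems in their response to FOSL1. Its only residual spread is the gap between the 2 guides, which share 1 control, and the HA arm has no repeat. It therefore cannot tell a difference between systems from one between single samples. Of the 128 named genes 80 were called, 29 of them with the VPR response above the HA response, and 35 of the 80 did not pass in DESeq2. Of the 80, 5 lay on opposite sides of no change in the systems, with counting intervals that exclude it in all 3 arms. ADAMTS1 and FOSL2 are among those that did not pass in DESeq2. The 5 are ADAMTS1 (VPR minus HA 1.91), S100A2 (1.44), FOSL2 (-0.62), HLA-B (-0.75) and HSPB1 (-0.94). The S100A2 ratio of the HA arm was close to 0 and turned positive when cells were thinned (0.0185), and ADAMTS1 and S100A2 were lower in the VPR control than in the HA control (-0.64 and -0.67).

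The HA arm had 170 genes at least 2-fold apart and the VPR arms 28 and 35. Greater depth of the HA FOSL1 cells is argued against, since thinning left 165 genes against at most 31 in a VPR arm, and so is an odd HA control, since the HA FOSL1 sample lay at least 2-fold from the VPR control in 131 genes. A mixture of responding and silent VPR cells could lower the ratios and stays open, since in VPR cells with 2 or more FOSL1 UMIs after thinning the median VPR to HA ratio of log2 changes over 149 genes was 0.6157 with gRNA2 and 0.62 with gRNA3, between the bounds of 0.6 and 0.8 set in advance. A like choice of HA cells (92 cells) goes against it, with a ratio of 0.45 and 0.46 against 0.40 and 0.41 in all cells. That choice sees a construct's RNA only if it ends like the native gene. The variance over mean of FOSL1 UMIs per cell was 1.45 in the HA FOSL1 sample and 1.40 and 1.49 with the guides. Thinned cells with a UMI were 31.3% and 29.1% with the guides, where equal cells would give 36.2% and 34.4%. In the HA FOSL1 sample they were 20.3% against 23.9%. This spread decides nothing, since a mixture could also give it. In VPR cells with no FOSL1 UMI after thinning the ratio was 0.32 with gRNA2 and 0.34 with gRNA3. This decides nothing, since a cell with no UMI need not be silent. A difference between the constructs themselves is the biological explanation the design offers, and it was not tested.

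S100A7, S100A8 and S100A9 were lower in both VPR arms by a median of log2 -2.12, whereas in the HA arm S100A7 stood at -0.27 and S100A8 and S100A9 at -1.23 and -1.12. A few cells with most of the UMIs are argued against for the 3 genes pooled, most of whose UMIs are from S100A9, since the top 5% of VPR control cells held 23.1% of them. For S100A7 and S100A8 the top 5% held 49.0% and 34.8%, which decides nothing, but the share of thinned cells with a UMI was at least 20.7 points higher in the VPR control than with a guide (34.1% against 13.1% and 13.4% for S100A7, 49.2% against 15.8% and 17.3% for S100A8). Free RNA is argued against, since a median of 145.7% of the VPR control UMIs would have to be free RNA. The VPR control as the odd sample is argued against as the whole cause for the 3 genes together, since against the HA control the median was -1.34. Yet the single values ran from -2.05 to -0.50, and the smaller median leaves room for a part in it. For S100A7 the HA control (110 CPM, 15.1% of thinned cells with a UMI) lay closer to the guides (65.7 and 77.8 CPM) than to the VPR control (315 CPM). For this gene an odd VPR control as the main cause stays open. A response to FOSL1, the difference the design names, may remain as a hypothesis, and reads shared with the close copy S100A7A were not tested.

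Outside the assigned cells, 4008 uncalled barcodes held at least 1000 UMIs each (highest 9192), with 2.94% mitochondrial UMIs against 4.26% in empty droplets. A further 274 called cells were listed as blanks, with a median of 2821 UMIs.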

How the results depend on the processing

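The alternatives for the median VPR to HA ratio and the shared count without single arms were chosen after the data were seen. No paired analysis was possible because every sample is the only one of its group and all carry replicate number 1, so no number pairs samples across groups, although the system is a covariate of the main model.

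Counts of genes at 2-fold stayed within 1.5 times under TMM scaling, other cell filters, thinning and free RNA subtraction in each comparison of 2 samples and for the shared genes. With a mean of 5 CPM, which admits more genes, they were 357 (HA), 61 (gRNA2), 71 (gRNA3) and 6 (between guides), and 152 genes were shared by the 3 arms. A pseudocount of 5 CPM left 1 gene between the controls. Leaving out an arm gave 80 to 93 shared genes. The edgeR model called 1984 genes with no filter, 526 with thinned cells and 0 to 5937 when 1 sample was left out, and DESeq2 called 1119, or 439 for the interaction. Of the 26 named genes the model called, each lost its call without gRNA2 and without gRNA3. The causes of the other differences were not tested.

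FOSL1 was at 6.09 and 6.04 CPM in the HA and VPR controls with free RNA subtracted, and at 8.02 (HA control), 54.6 (HA FOSL1), 9.20 (VPR control), 89.9 (gRNA2) and 84.2 CPM (gRNA3) in thinned cells, lower than in the main analysis in all but the VPR control. At 100 CPM or more, r was 0.96 between the guides and 0.71 and 0.73 between HA and each guide, and the median VPR to HA ratio was 0.41 with a pseudocount of 5 CPM, 0.66 over genes chosen on the VPR arms and 0.47 over genes chosen on both systems, where the choice itself moves it.

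Under TMM scaling 91 list medians kept their side of the central 95% of random lists, while squamous differentiation in the HA arm (-0.12) passed it. With members at 20 CPM or more 78 did. AP-1 subunits passed it in the HA arm (-0.51) and turned positive with gRNA2 (0.10), S phase genes with gRNA2 (0.0572) passed it, and so did interferon (0.14) and TGF-beta genes (-0.0395, turned negative) between the controls. No longer outside it were junction (0.12), MAPK (0.12) and ribosomal genes (-0.0902) in the HA arm, NF-kB (-0.0003), MAPK (0.0779) and unfolded protein genes (-0.0359) with gRNA2, TGF-beta genes with gRNA3 (0.0019), and hypoxia (0.0432) and mitochondrial genes (-0.0424) between the controls. The cause was not tested.

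The S phase share in the HA control, HA FOSL1, VPR control, gRNA2 and gRNA3 samples was 30.6%, 29.8%, 31.1%, 33.8% and 33.8% with no thinning and 35.3%, 32.6%, 36.0%, 37.6% and 37.3% over every assigned cell with at least 5000 UMIs. With 2500 UMIs it was 37.5%, 36.4%, 38.5%, 41.5% and 41.0%. In each of these versions the share was lower in HA FOSL1 than in its control and higher with either guide than in the VPR control. In each of them the intervals of the HA samples overlapped, which alone does not settle whether the difference exceeds counting error. The cause of the shifts was not tested.

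Single log2 values changed sign for S100A2 in the HA arm (0.0298 without the deepest cells, 0.0185 thinned), IFI6 with gRNA2 (-0.0201 without the deepest cells), CKAP2L (-0.10 with gRNA2, -0.0192 with gRNA3) and SDHB with gRNA2 (-0.0033) when thinned, and AKR1C1 (0.17) and JUNB (0.0544) with gRNA3 in stricter cells. In the model, leaving out 1 sample moved ADAMTS1 between -0.79 and 1.13, FOSL2 between -0.23 and 0.38 and HLA-B between -0.50 and 0.25. With the system as covariate, the fit without the VPR control rests on the HA arm alone (log2 ratio -0.79 for ADAMTS1 and 0.22 for HLA-B). The fit without the HA control rests on the VPR arms alone (FOSL2 -0.23 and -0.24). These moves thus restate the difference between the HA and VPR arms. The cause of the sign changes in single log2 values was not tested. Depth limits ratios of genes at a low level most: FOSL2, at 15.8 CPM with gRNA2 and 18.7 CPM in the VPR control, had an interval from -0.37 to -0.10.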

Other observations

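The 5 gene lists of the first paragraph, the list of immediate early genes and the test of free RNA were chosen after the data were seen, the last with its bounds only after a first measure had left free RNA undecided, while the tests of depth, handling and FOSL1 dose were chosen before their results were seen.

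Further gene families had members called by the edgeR model, of which KLK5, KLK10, S100A8 and S100A9 also belong to the fixed squamous list. Of 9 genes of hemidesmosomes and laminin-332, which anchor basal epithelial cells, 3 rose and 0 fell (LAMA3 by 3.86, COL17A1 by 3.11 and ITGB4 by 0.53, adjusted p = 0.040, 0.035 and 0.045), and 8 were called adjusted over the list alone, although LAMA3 and COL17A1 were low, at 0.40 and 0.23 CPM in the HA control. Of 7 tested genes of the caveola coat 3 rose, CAV1 by 1.91, its partner CAV2 by 1.15 (adjusted p = 0.015) and CAVIN2 by 1.30 (adjusted p = 0.049), and 5 were called adjusted over the list alone. Of 12 tested genes for secreted proteins of luminal and apocrine breast epithelium 9 fell and 0 rose, with CRISP3 at -2.32 (adjusted p = 0.011), MSMB at -1.82 (adjusted p = 0.011), the beta-defensin DEFB1 at -1.65 (adjusted p = 0.011) and the protease inhibitor SLPI at -0.97 (adjusted p = 0.011), and 11 were lower adjusted over the list alone. The S100 family split, with S100A4 (1.45, adjusted p = 0.040), S100A3 (1.40, adjusted p = 0.044) and S100A6 (0.84, adjusted p = 0.041) rising and S100A8 and S100A9 falling among 17 tested, and 8 higher and 5 lower adjusted over the list alone. Of 5 kallikreins KLK5 and KLK10 rose, and all 5 were higher adjusted over the list alone. The lists were chosen on these same samples, so the counts are no independent evidence, and edgeR called 0 genes without gRNA2 (2614 at an unadjusted p under 0.05) and 0 without gRNA3 (2371).

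FOS, FOSB, EGR1, DUSP1 and NR4A1, immediate early genes that respond within minutes to stimuli, were lower with gRNA3 than with gRNA2 by a median of log2 -0.64. Depth is argued against, since thinned cells gave -0.83. Free RNA is argued against, since 23 other genes at least 2-fold from their level in empty droplets lay a median of 2.69% of the way toward that level with gRNA3, where the 5 genes would need at least 67.4%, although by the first measure a median of 76.5% of the gRNA2 sample's UMIs would have to be free RNA (37.8% for DUSP1), which alone decides nothing. Handling of separately stained samples may also act on such genes and stays open. Of the 15 measured immediate early genes 14 were lower with gRNA3 (median -0.28). In the HA FOSL1 sample 13 were lower than in its control (median -0.30). Both counts include the 5 genes whose gap raised the question. With gRNA3 against gRNA2 the other genes ran from -0.51 (NR4A2) to 0.0037 (IER3), beside -1.15 (FOS) to -0.55 (EGR1) in the 5. Each arm was stained once, so handling and guide cannot be told apart.

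The 9 shared higher genes other than FOSL1 were tested against FOSL1 UMIs within each sample, on thinned cells. Their summed level was higher in cells with 2 or more FOSL1 UMIs than in cells with none by a factor of 1.70 in the HA FOSL1 sample, 1.53 with gRNA2 and 1.54 with gRNA3. In the HA FOSL1 sample it went from 2128 to 3622 CPM, with gRNA2 from 1276 to 1951 CPM and with gRNA3 from 1394 to 2147 CPM. The same held in the few control cells with 2 or more FOSL1 UMIs, at 1491 CPM against 450 CPM in the HA control (11 cells) and 1444 CPM against 473 CPM in the VPR control (9 cells). A dose response to FOSL1 could give this order. Before thinning, however, the cells with 2 or more FOSL1 UMIs in the FOSL1 samples were also deeper (median 20490 against 16875 UMIs with gRNA2). So were those of the HA control (21385 against 15391) but not those of the VPR control (15198 against 15780). A cell state that raises all of these genes could give the same order. Over the same cells the shared lower genes fell from 2026.5 to 410.9 CPM in the HA FOSL1 sample. They fell from 1590.5 to 832.4 CPM with gRNA2, from 1579.7 to 844.2 CPM with gRNA3 and from 4169 to 2200 CPM in the HA control. In the VPR control the intervals of 4034 and 3778 CPM overlapped. In the 3 FOSL1 samples these falls argue against doublets, which at equal UMIs would average 2 cells. For the few control cells, doublets with FOSL1 cells and wrong sample assignment were not tested.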
